# Oxidative Stress Mediates Vascular Tortuosity

**DOI:** 10.3390/antiox10060926

**Published:** 2021-06-07

**Authors:** Toshio Fumoto, Shouhei Kinoshita, Takao Sasaki, Norihito Shimamura, Hiroki Ohkuma

**Keywords:** oxidative stress, vascular tortuosity, apple polyphenol

## Abstract

Vascular tortuosity is associated with various disorders and is being increasingly detected through advances in imaging techniques. The underlying mechanisms for vascular tortuosity, however, remain unclear. Here, we tested the hypothesis that oxidative stress mediates the generation of tortuous vessels. We used the bilateral common carotid artery (CCA) ligation model to induce vascular tortuosity. Both young and adult rats showed basilar artery tortuous morphological changes one month after bilateral CCA ligation. These tortuous changes were permanent but more pronounced in the adult rats. Microarray and real-time PCR analysis revealed that these tortuous changes were accompanied by the induction of oxidative stress-related genes. Moreover, the indicated model in rabbits showed that tortuous morphological changes to the basilar artery were suppressed by antioxidant treatment. These results are highly suggestive of the significance of oxidative stress in the development of vascular tortuosity. Although further studies will be needed to elucidate the possible mechanisms by which oxidative stress enhances vascular tortuosity, our study also points toward possible prophylaxis and treatment for vascular tortuosity.

## 1. Introduction

Vascular abnormality predisposes to a wide variety of diseases. Vascular tortuosity is observed in virtually every tissue and in almost all types of blood vessels, from large arteries and veins to capillaries. Tortuous vessels are sometimes asymptomatic but are increasingly being detected through advances in imaging techniques. Vascular tortuosity has been shown to be associated with advancing age, female sex, and cardiovascular risk factors such as diabetes and hypertension. However, the underlying mechanisms for the initiation and progression of tortuous vessels are poorly understood [1,2]. Blood pressure and blood flow, important contributors to hemodynamic stress, have been shown to be associated with vascular tortuosity [1]. In addition, the control of hemodynamic stress itself induces vascular tortuosity in animal models [3,4]. Therefore, hemodynamic stress is thought to be a critical factor for the induction of vascular tortuosity. Reactive oxygen species mediate a wide variety of vascular functions in both physiological and pathological conditions. It is well established that hemodynamic stress induces reactive oxygen species in vascular walls [5,6]. However, the role of oxidative stress in vascular tortuosity is poorly understood.

Vascular tortuosity has also been shown to be associated with some genetic syndromes. Loeys–Dietz syndrome (LDS) and arterial tortuosity syndrome (ATS) are genetic disorders associated with arterial tortuosity that include tortuous cerebral arteries [7,8,9]. LDS is an autosomal dominant genetic disorder due to activating mutations in *TGFBR1*, *TGFBR2*, *SMAD3*, *TGFB2,* or *TGFB3* [10,11,12,13]. ATS is an autosomal recessive genetic disorder due to a mutation in *SLC2A10* encoding for the glucose transporter type 10 (GLUT10) [9]. GLUT10 has been shown to facilitate dehydroascorbic acid transport and protect against oxidative stress [14]. In addition, the *SLC2A10* mutation has been shown to lead to increased cellular oxidative stress and elevated transforming growth factor β (TGF-β) signaling in fibroblasts from ATS patients [15]. Thus, oxidative stress is presumed to be an upstream mediator of TGF-β signaling in the context of vascular tortuosity. Here, we examined the role of oxidative stress in the generation of tortuous vessels.

## 2. Materials and Methods

### 2.1. Animals

Male Sprague Dawley rats (one-year-old, 750–950 g, and three-month-old, 430–500 g) from CLEA Japan, Inc. (Tokyo, Japan) and female Japanese white rabbits (six-month-old, 3.8–4.5 kg) from Kitayama Labes Co., Ltd. (Ina, Japan) were used in this study. The animals were maintained under standard laboratory conditions (25 ± 2 °C, 12 h light/dark cycle) and allowed free access to water and standard pellet chow.

### 2.2. Animal Surgery

The animals were anesthetized using a combination anesthetic (Rat: medetomidine; 0.3 mg/kg, midazolam; 4.0 mg/kg, butorphanol; 5.0 mg/kg, Rabbit: medetomidine; 0.5 mg/kg, midazolam; 2.0 mg/kg, butorphanol; 0.5 mg/kg). Both CCAs were exposed via a midline cervical incision and ligated with a suture under deep anesthesia. For the sham operation, the CCAs were exposed without ligation.

### 2.3. Experimental Design

The animals were randomly divided into each group. In the rabbit experiment, the apple polyphenol (AP) group was given apple polyphenol orally (Apple Phenon: Asahi Breweries, Ltd., Tokyo, Japan, 125 mg/kg/day, dissolved in 2 mL water) beginning at two days before ligation and subjected to bilateral CCA ligation. The Ligation group was given the same volume of water and subjected to bilateral CCA ligation. The Sham group was subjected to the same procedure as the Ligation group but without ligation.

### 2.4. India Ink Angiography

Four weeks after the ligation, the rats were transcardially perfused with PBS, 4% paraformaldehyde, and 3.5% gelatin India ink solution under deep anesthesia. After 24 h of refrigeration at 4 °C, the brains were removed, and high-resolution pictures were taken.

### 2.5. Microarray Analysis

Four weeks after the ligation, the rats were transcardially perfused with PBS under deep anesthesia. The brains were removed, and high-resolution pictures were taken. The basilar arteries were collected and stored at −80 °C. Total RNA was extracted using TRIzol reagent (Thermo Fisher Scientific Inc., Waltham, MA, USA) and a Pure Link RNA Micro Kit (Thermo Fisher Scientific Inc., Waltham, MA, USA). The quality and quantity of RNA were evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA) and a Nanodrop spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA). Equal amounts of RNA from four rats in each group were pooled. The cDNA was synthesized from 50 ng RNA and labeled using a GeneChip WT PLUS Reagent Kit (Thermo Fisher Scientific Inc., Waltham, MA, USA). Samples were hybridized to a Clariom S Assay, rat (Thermo Fisher Scientific Inc., Waltham, MA, USA). The arrays were scanned with a GeneChip Scanner 300 7G (Thermo Fisher Scientific Inc., Waltham, MA, USA) and analyzed using the Microarray Data Analysis Tool Ver. 3.2 (Filgen, Inc., Nagoya, Japan).

### 2.6. Reverse Transcription and Quantitative PCR

Total RNA was isolated as described above. The cDNA was synthesized using an iScript gDNA Clear cDNA Synthesis Kit (Bio-Rad Laboratories, Inc., Hercules, CA, USA) and amplified by real-time PCR using the iTaq Universal SYBR Green Supermix (Bio-Rad Laboratories, Inc., Hercules, CA, USA) and the CFX Connect real-time PCR system (Bio-Rad Laboratories, Inc., Hercules, CA, USA). The sequences of the PCR primers were described in Table 1.

### 2.7. Elastica van Gieson (EVG) Staining and Immunostaining

At 12 weeks after ligation, rabbits were transcardially perfused with PBS and 4% paraformaldehyde under deep anesthesia. The brains were removed, and high-resolution pictures were taken. After overnight fixation using the same fixative, the samples were embedded in paraffin. The specimen was cut into 6 μm thick coronal sections. After deparaffinization and rehydration, sections were stained using standard histological dyes for EVG staining (MUTO PURE CHEMICALS CO., LTD., Tokyo, Japan). Antigen retrieval was performed using proteinase K. Immunohistological staining was performed, as previously described [16]. Briefly, sections were treated with BLOXALL (Vector Laboratories Inc., Burlingame, CA, USA) to quench endogenous peroxidase activity, and blocked using normal serum and an Avidin/Biotin Blocking Kit (Vector Laboratories Inc., Burlingame, CA, USA). The sections were then incubated with antibodies, Vectastatin Elite ABC Kit (Vector Laboratories Inc., Burlingame, CA, USA), and ImmPACT DAB (Vector Laboratories Inc., Burlingame, CA, USA). The following antibodies were used: mouse anti-nitrotyrosine monoclonal antibody (Merck Millipore, Burlington, MA, USA), mouse anti-interleukin 1 beta monoclonal antibody (Cloud-Clone Corp., Katy, TX, USA), goat anti-aquaporin 1 polyclonal antibody (Santa Cruz Biotechnology, Dallas, TX, USA), rabbit antioxidized low-density lipoprotein receptor 1 polyclonal antibody (abcam, Cambridge, UK). After counterstaining with hematoxylin, slides were observed using a light microscope (Olympus, Tokyo, Japan). For immunofluorescence staining, sections were blocked using BlckAid blocking solution (Thermo Fisher Scientific Inc., Waltham, MA, USA) and incubated with mouse anti-fibulin 5 monoclonal antibody (abcam, Cambridge, UK) or mouse anti-8 Hydroxyguanosine antibody (abcam, Cambridge, UK), and subsequently with Alexa Fluor 594 conjugated goat anti-mouse IgG antibody (Thermo Fisher Scientific Inc., Waltham, MA, USA).

After nuclear staining with DAPI, slides were observed using a fluorescent microscope and analyzed by BZ-X analyzer (KEYENCE, Osaka, Japan).

### 2.8. Measurement of Tortuosity

The tortuosity of the basilar artery was determined using high-resolution pictures taken before RNA extraction for rat or immunohistological staining for rabbit, and the previously described index [4]. Briefly, the tortuosity index (TI) is defined as TI = (Lc−Ls)/Ls, in which Lc is the curve length on the centerline between the two ends of the BA, and Ls is the straight-line distance between the two ends of the BA.

### 2.9. Statistical Analysis

All quantitative analyses were performed in a blinded fashion. The tortuosity index of rat and quantitative PCR were analyzed by the Mann–Whitney U test. using StatPlus software. The tortuosity index of rabbit was initially analyzed by the Shapiro–Wilk test and then analyzed by Kruskal–Wallis tests, followed by the Steel–Dwass test for multiple comparisons using JMP13 software. The data were presented as means and SD. Statistical significance was defined as *p* < 0.05.

## 3. Results

### 3.1. Bilateral CCA Ligation Induces Vascular Tortuosity in Rats

We first examined the basilar artery morphology one month after bilateral CCA ligation, both in young and adult rats. As shown in Figure 1A, ligation induced basilar artery tortuosity both in young and adult rats, and these changes were more pronounced in adult rats. Next, we investigated whether these changes in adult rats were transient by using nonfixed animals. As shown in Figure 1B, basilar artery tortuosity was also observed in nonfixed animals. Quantitative analyses confirmed that bilateral CCA ligation induced permanent morphological changes to the basilar artery in adult rats within one month (Figure 1C).

### 3.2. Vascular Tortuosity Is Accompanied by the Induction of Oxidative Stress-Related Genes in Rats

To address the impact of oxidative stress on these morphological changes in adult rats, we next compared gene expression in the basilar artery of ligated rats with sham-operated rats using microarray analysis. 

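RNA of the basilar artery was measured on 2 Clariom S rat arrays, which read the expression of annotated genes through sets of short probes. The ligation array held a pool of equal amounts of RNA from 4 rats, taken 4 weeks after both common carotid arteries were ligated, and the sham array held a pool of RNA from 4 sham-operated rats at the same time. After this ligation, blood reaches the brain through the vertebral and basilar arteries. The animals were male Sprague Dawley rats, given as 1 year old in the paper and as 13 months old in the sample labels. Labeled cDNA was made from 50 ng of pooled RNA. With 1 array per group there are no replicates, so each difference lies between 2 pools, carries no SD or p-value, and has no replicate check. The number of arrays limits the precision of every value. According to the submitters' processing notes, the authors normalized the arrays by RMA in Affymetrix Expression Console, and the methods name the Microarray Data Analysis Tool Ver. 3.2. The deposited values are linear signal intensities, with a median over gene probe sets of 110.4 in the ligation array and 106 in the sham array. From these values the fold was taken as ligation over sham and the difference as the log2 signal of ligation minus that of sham, with no further scaling. Probe sets of the same gene were averaged on the log2 scale. Of the gene probe sets, 15049 had a gene symbol in the annotation used here and 8139 had none, and no value is given for genes without a named probe set. The 33 gene lists used beside the genes of Fig. 2D were written before the data were examined. For each list, the percentile of its median difference was taken among 10000 random lists of the same size matched on mean signal, which describes these 2 arrays and is no test across animals.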

A total of 23,188 genes were robustly expressed. 

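Actb, which encodes β-actin, stood at the highest signal of each array, 999963 after ligation and 998298 after sham surgery, so its fold was not measured. Gapdh, a glycolytic enzyme, had a signal of 150799 in the ligation array and 103863 in the sham array, which is 1.45-fold higher. Apart from 1646 control probe sets, the arrays held 23188 gene probe sets, and 10 of these were at the highest value on both arrays. The controls included 23 antigenomic probe sets, which are designed to match no transcript of the animal and stand for background. Their signals reached from 8.58 to 157 in the ligation array and from 9.14 to 151 in the sham array. On at least 1 array, 10861 gene probe sets (46.8%) were above the brightest of these background probe sets, and 12327 were at or below it on both arrays. A signal is called within background where it was no higher than this brightest probe set. The background probe sets spread widely, and genes were not matched to them on sequence. A gene within background is therefore not shown to be absent. Across the gene probe sets, which are not independent replicates, the log2 signals of the arrays correlated with a Pearson coefficient of 0.984.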

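Astrocyte and myelin genes were among the 10 largest increases. Aqp4, the water channel of astrocyte end-feet, was 17.3-fold higher in the ligation array, and Gfap, the intermediate filament of astrocytes, was 15.6-fold higher. Mbp and Mobp, which encode myelin proteins, were 13.6-fold and 11.9-fold higher. The other 6 were not assigned to a cell type here, which does not set them apart from glia. They were Ntsr2 (20.9-fold), Postn (15.2-fold), the thyroid hormone transporter Slco1c1 (12.4-fold), Clic5 (7.54-fold), Lcat (7.37-fold) and the serine synthesis enzyme Psat1 (7.26-fold). For all 6 the sham signal was no brighter than the antigenomic background. Mas1, the receptor of angiotensin-(1-7), had the largest decrease and was 13.5-fold lower in the ligation array. Kcnma1, the pore subunit of the BK potassium channel that opposes smooth muscle contraction, was 5.86-fold lower, and Gucy1a1, a subunit of the nitric oxide receptor guanylate cyclase, was 5.48-fold lower. The formin Fhod3 (8.19-fold, with a ligation signal within background), Amigo2 (7.54-fold), Mas1l (7.45-fold), Pcp4 (7.31-fold), the laminin chain Lama5 (6.42-fold), Mpp7 (6.02-fold) and Gpr20 (5.46-fold) were lower as well. By counts, 823 gene probe sets were over 2.0-fold higher and 683 were under 0.5-fold, of which 200 and 300 were within background on both arrays. With the arrays centred on the housekeeping genes, whose median difference was 0.12, the counts were 582 and 982, so that 37.2% of the calls were higher, against 54.6% without the centring. Past 2-fold in either direction were 6.49% of the gene probe sets.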

As shown in Figure 2A, the expression of 823 genes was increased (>2.0-fold) and 683 genes decreased (<0.5-fold). Pathway analysis showed that seven pathways were significantly upregulated and eight pathways downregulated (Figure 2B,C). 

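Lists written for the topics of these pathways differed in direction. Among complement and coagulation genes, 7 of the 30 with a named probe set were over 2-fold higher and none was under 0.5-fold, and the list's median difference of 0.63 lay above all 10000 random lists. Vwf, the von Willebrand factor of endothelial cells, was 6.85-fold higher in the ligation array, and the complement regulator Cd55 was 3.25-fold higher. Of 12 endothelial cell markers, 7 were over 2-fold higher, and 4 members of the complement and coagulation list, C1qa, C1qb, C1qc and Vwf, are also on the lists of macrophage or endothelial markers. Among p53 target genes, 3 of 17 were over 2-fold higher, with Igfbp3 at 3.09-fold and with Pmaip1 (3.31-fold) and Plk2 at sham signals within background, and the median of 0.12 was at the 72.7th percentile. None of the 11 genes of cholesterol synthesis, the process that statins inhibit, passed 2-fold, and their values reached from 1.51-fold for Sqle to 0.76-fold for Insig1 (median -0.07, 27.3rd percentile).
Contractile, calcium and adhesion genes were lower. Of 22 smooth muscle contractile genes, 11 were under 0.5-fold and none was over 2-fold, with a median of -0.90 that lay below all random lists. Smtn, which encodes smoothelin, was 4.83-fold lower and Ldb3 was 4.42-fold lower. Myocd, the coactivator that drives the contractile gene program, was 3.81-fold lower, and Myh11, the smooth muscle myosin heavy chain, was 3.02-fold lower. Acta2, Tagln and Myl9 had sham signals above 500000, near the ceiling, where folds can be compressed. Small decreases were also found below it, with Actg2 (sham signal 81855) 1.16-fold lower and Cnn1 (265572) 1.45-fold lower. Smtn, with a sham signal of 81005, was about as bright as Actg2, so the decrease was uneven among genes away from the ceiling. Calcium handling genes had 11 of 34 members under 0.5-fold, among them the sodium-calcium exchanger Slc8a1 (3.46-fold lower) and the channel subunit Cacnb2 (3.18-fold lower), and 1 over 2-fold, Rgs5 (3.04-fold). Their median was -0.58. Integrins and focal adhesion genes had 6 of 25 members under 0.5-fold, led by Itga7 (3.11-fold lower) and filamin A, Flna (2.93-fold lower), and a median of -0.42. Both lists lay below all random lists. The 3 lists are not independent, as Pln and Casq2, on the smooth muscle and calcium lists, and Itga8, on the smooth muscle and integrin lists, were each under 0.5-fold. Markers of endothelial cells, macrophages, astrocytes and, with all 12 above 0, oligodendrocytes and Schwann cells moved the other way in the same array. Striated muscle contraction genes had 4 of 23 under 0.5-fold, with Myom1 at 4.31-fold lower and dystrophin, Dmd, at 2.48-fold lower, while the other 2, Mybpc1 and Tnnc2, and 15 of the 23 in all were within background on both arrays, and a median of -0.19 at the 11.9th percentile, which fell below the middle 95% of random lists with a floor at the median signal (-0.61) or for its mean. In the renin-angiotensin system, 3 of 11 genes were under 0.5-fold and 1 was over 2-fold, but of these only Mas1 was above the antigenomic background, and 7 of the 11 were within it on both arrays. The median of this list was 0.08, at the 74.4th percentile, while its mean of -0.36 was at the 2.04th. The lists share only topics with the pathways of Figure 2B,C.

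**Figure D1:**
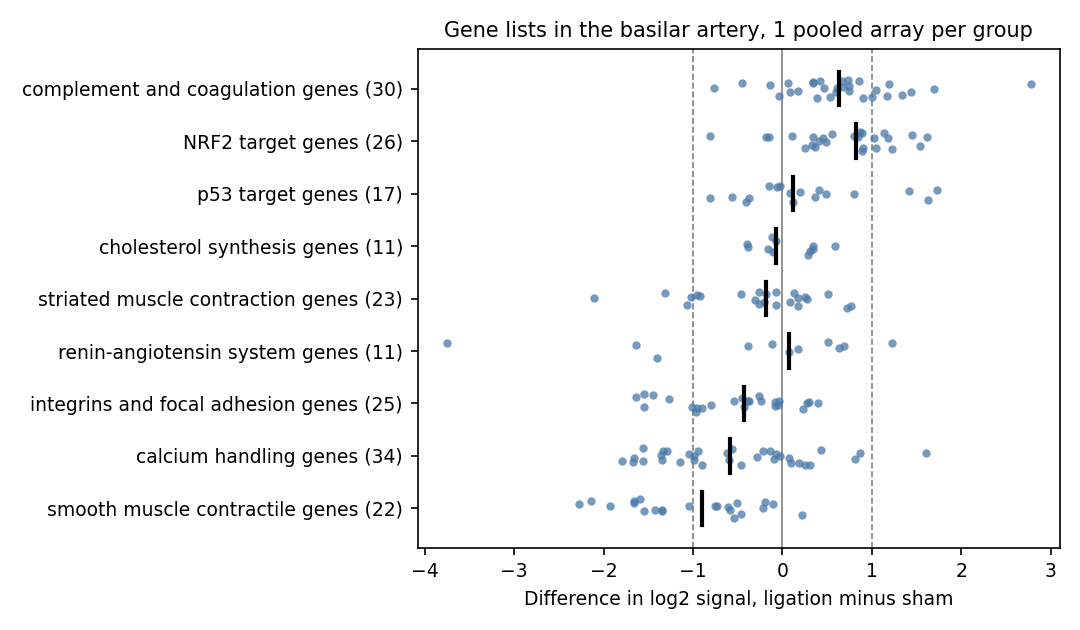
Difference in log2 signal between the ligation and the sham array for the members of 9 gene lists. Each point is a gene, black bars are medians, the number of genes stands beside each list, and dashed lines mark 2-fold in either direction. The smooth muscle list has the lowest median (-0.90).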

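Targets of NRF2, the transcription factor that KEAP1 holds inactive until oxidants or electrophiles are present, were higher as a group in the ligation array. Of 26 such genes with a named probe set, 8 were over 2-fold higher, none was under 0.5-fold, and 23 were above 0. Their median difference was 0.82, above all 10000 random lists. Nqo1, Mgst1 and Hmox1, which the study also chose on these arrays, were among them, and the sham signals of 3 of the 8, Hmox1 included, were within background. Gclc, the catalytic subunit of the enzyme that limits glutathione synthesis, was 2.26-fold higher, the glutathione transferase Gsta4 was 2.33-fold higher, and the cystine transporter Slc7a11 was 2.03-fold higher. Me1, which makes NADPH, was 1.75-fold lower. The median of NRF2 targets was higher under each scaling tried. Glial markers were higher in the same array, with 17 of 21 astrocyte, oligodendrocyte and Schwann cell markers over 2-fold. In second marker lists, written after these values were seen, 4 of 15 astrocyte genes and none of 15 myelin genes were over 2-fold. Their medians lay at the 99.9th and 55.7th percentiles of random lists, and 10 of the 15 myelin genes were within background on both arrays.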

Consistent with the fact that the “oxidative stress” pathway was upregulated, a gene ontology (GO) analysis of upregulated genes showed GO terms “Response to oxidative stress”, “Cellular response to oxidative stress” and “Cellular response to superoxide” were also significantly upregulated (*p* = 2.69 × 10^−4^, 3.31 × 10^−3^, 1.70 × 10^−2^, respectively). 

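Over 3 lists on oxidative stress together (NRF2 targets, antioxidant enzymes, and NADPH oxidases with other oxidant-producing enzymes), 64 genes had a named probe set. Of these, 16 were over 2-fold higher in the ligation array, 34 were higher by less, 14 were lower and none was under 0.5-fold. At the share found over all named genes, 2.58 of the 64 would be over 2-fold higher. The study chose 5 of the 16 on these arrays as genes of Fig. 2D, so these are not independent evidence of direction. Among the oxidant-producing enzymes, 5 of 16 were over 2-fold higher, with a median of 0.65 above all 10000 random lists. The neuronal nitric oxide synthase Nos1, with a sham signal within background, and the NADPH oxidase Nox4 (3.51-fold) were among them. Maob, the monoamine oxidase B of the mitochondrial outer membrane, was 2.16-fold higher and the oxidase subunit Ncf4 was 2.04-fold higher. Cyba, a membrane subunit shared by several NADPH oxidases, was 1.93-fold higher. Ncf4 is also expressed in phagocytes, Maob in astrocytes and Nos3 in endothelium, and markers of these cells were higher in the same array, with 16 of 17 macrophage markers, 9 of 9 astrocyte markers and 12 of 12 endothelial markers above 0. The signals of Nox4 and Ncf4 were within the antigenomic background on both arrays, as were those of 7 of the 16 in all. Annotation of gene ontology terms was not used here, so these lists stand for the topic and not for the terms.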

For the GO term “Response to oxidative stress”, the expressions of 34 genes were increased at least 2.0-fold, and these genes included upregulated genes in “Oxidative stress”, “Cellular response to oxidative stress” and “Cellular response to superoxide”. Among them, the expression of 16 genes was upregulated at least 2.5-fold (Figure 2D). 

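All 13 genes of Fig. 2D with a named probe set were at least 2.5-fold higher in the ligation array, from 2.73-fold for the heme oxygenase Hmox1 to 6.64-fold for Fbln5. Ptgs2, the inducible cyclooxygenase of prostaglandin synthesis, was 6.53-fold higher, and the iron-siderophore binding protein Lcn2 was 4.06-fold higher. The nitric oxide synthases Nos1 and Nos3 were 3.94-fold and 2.75-fold higher. Gatm, the first enzyme of creatine synthesis, was 3.41-fold higher. The quinone reductase Nqo1, the heparan sulfate proteoglycan Sdc1 and the glutathione transferase Mgst1 were 3.08-fold, 3.00-fold and 2.90-fold higher. The sham signals of Lcn2, Nos1, Sdc1, Hmox1 and Il1b were within the antigenomic background, as was the ligation signal of Il1b, which limits how well these folds are known. With 64 added to each signal before the log, 9 of the 13 were at 2.5-fold or more, with Lcn2 at 2.71-fold. Those under 2.5-fold were Il1b (1.63-fold), Hmox1 (2.14-fold), Mgst1 (2.38-fold) and Sdc1 (2.39-fold). The study chose all 13 genes on these arrays, so their direction here is not independent evidence.

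**Figure D2:**
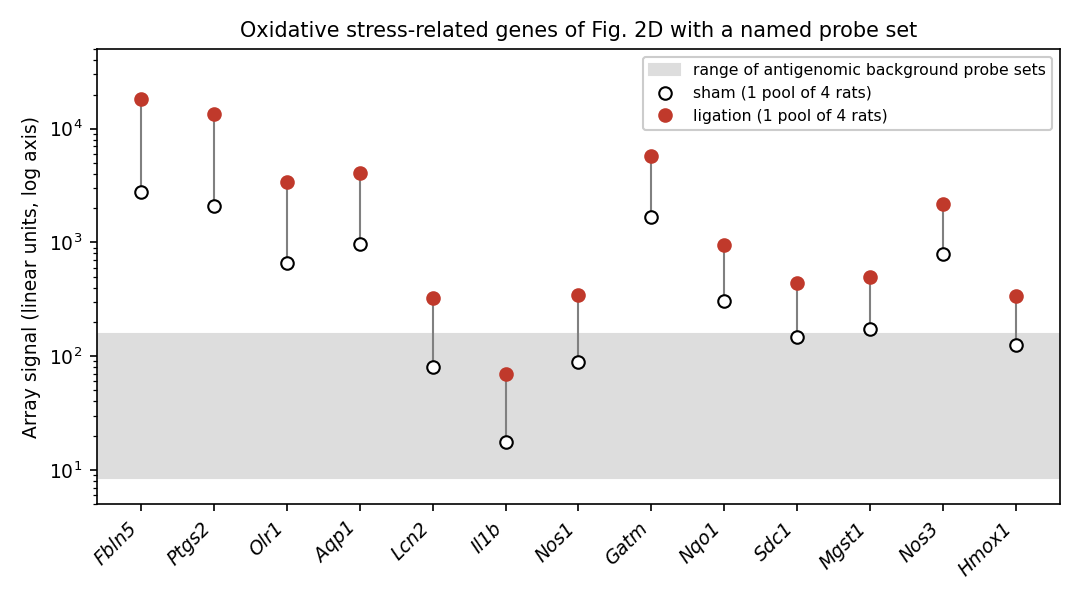
Array signal in linear units on a log axis for the 13 genes of Fig. 2D with a named probe set, in the sham array (open circles) and the ligation array (filled circles), each 1 pool of 4 rats. The grey band is the range of the 23 antigenomic background probe sets, which reaches 157 at most, and only Il1b lies within it on both arrays.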

To validate the results of microarray analysis, we next examined the expression of these 16 genes by real-time PCR analysis. As shown in Figure 2E, expressions of all of these genes were higher in ligated animals and, among them, the expression of 15 genes was significantly upregulated in ligated rats.

### 3.3. Antioxidant Treatment Suppresses Vascular Tortuosity in Rabbits

To investigate the effect of oxidative stress further, we next examined the effect of antioxidant treatment on the basilar artery morphological change induced by bilateral CCA ligation in rabbits. We had previously established the oral administration of apple polyphenol in rabbits [17]. As shown in Figure 3A, bilateral CCA ligation induced basilar artery tortuosity, and apple polyphenol treatment suppressed this change. Quantitative analyses confirmed basilar artery tortuosity was significantly inhibited by antioxidant treatment (Figure 3B).

### 3.4. Antioxidant Treatment Suppresses the Induction of Oxidative Stress-Related Genes in Rabbits

To gain some mechanistic insight into these protective effects of apple polyphenol, we performed Elastica van Gieson (EVG) staining of the basilar artery. Well-ordered internal elastic lamina was seen in sham-operated animals, while discontinuous elastic lamina was observed in ligated animals. Apple polyphenol treatment suppressed these changes (Figure 4A). We next performed immunostaining of the basilar artery. Nitrotyrosine and 8-hydroxydeoxyguanosine (8OHdG) are specific markers of oxidative stress in protein and DNA, respectively. Only slight nitrotyrosine staining was detected in the adventitia of sham-operated rabbits. In addition to the adventitia, clear staining was observed in the media of ligated animals. Apple polyphenol treatment suppressed this staining in both adventitia and media. Moreover, 8OHdG staining was induced in intima and adventitia by ligation, and these inductions were suppressed by apple polyphenol treatment (Figure 4B and Figure S1). 

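In the rat basilar artery, Olr1, the scavenger receptor for oxidized low-density lipoprotein, had a signal of 3388 in the ligation array and 657 in the sham array, a 5.15-fold difference. Aqp1, a water channel, had 4050 and 965, a 4.19-fold difference. Fbln5 had 18347 and 2764. These 3 genes were above the antigenomic background on both arrays. Il1b, the cytokine interleukin 1 β, had 69.3 in the ligation array and 17.6 in the sham array. Both of these Il1b signals were within the background, and its fold of 3.94 became 1.63 with 64 added to each signal. Each gene was read by 1 probe set.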

Interleukin 1 β (IL1B), oxidized low-density lipoprotein receptor 1 (OLR1), aquaporin 1 (AQP1), and fibulin 5 (FBLN5) are bilateral CCA ligation-induced and oxidative stress-related genes, as seen in the rat experiment in this study. As shown in Figure 4B, expressions of IL1B were induced in adventitia by ligation, and these inductions were suppressed by apple polyphenol treatment. AQP1 showed similar trends. In contrast, expressions of OLR1 were spread from adventitia to media by the ligation, and these inductions were suppressed by apple polyphenol treatment. While FBLN5 was distributed only in the intima of sham-operated animals, FBLN5 staining diminished in the intima and was induced in the media and adventitia after ligation, and apple polyphenol treatment suppressed these changes. Quantitative analyses of immunofluorescence staining confirmed these effects of apple polyphenol (Figure 4C and Figure S2).

## 4. Discussion

In this study, we examined the role of oxidative stress in the development of vascular tortuosity using two models.

Using the rat bilateral CCA ligation model, we demonstrated rapid and persistent tortuous morphological changes to the basilar artery here. A previous study showed that the rat basilar artery exhibited tortuous morphological changes at six months after bilateral CCA ligation, and these changes were more pronounced in adult animals [3]. However, the short-term effects of bilateral CCA ligation on basilar artery morphology are not clear. In this study, we demonstrated basilar artery tortuous morphological changes, one month after bilateral CCA ligation. These changes were permanent and more pronounced in adult rats, similar to the previously reported long-term experiment [3]. Although rat bilateral CCA ligation is widely used as a model for hypoperfusion-related neurodegenerative diseases [18], this model has also proven useful for the study of vascular tortuosity.

Using this model, we have presented these tortuous changes here as accompanied by the induction of oxidative stress-related genes. Pathway analysis showed that the “Oxidative stress” pathway was significantly upregulated and GO analysis showed that GO terms “Response to oxidative stress”, “Cellular response to oxidative stress” and “Cellular response to superoxide” were also significantly upregulated. These data suggest that oxidative stress is important for the development of vascular tortuosity.

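Of the 33 lists written beforehand, NRF2 targets had the fifth highest median, oxidant-producing enzymes the seventh and antioxidant enzymes the fourteenth. The first 4 were cell type lists, of oligodendrocytes and Schwann cells, astrocytes, endothelial cells and macrophages, and they were followed by NRF2 targets and, in sixth place, targets of TGF-β. In all, 13 lists lay above the middle 95% of their random lists and 3 below it. From the upregulated oxidative stress pathway and ontology terms, the paper proposes that oxidative stress is important for the development of tortuous vessels. The paper also draws on real-time PCR of the 16 genes of Fig. 2D and on antioxidant treatment and staining in rabbits. Those experiments were not analysed here.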

In addition, this research has demonstrated that tortuous morphological changes to the basilar artery were suppressed by antioxidant treatment in the rabbit bilateral CCA ligation model. Previous studies have shown that bilateral CCA ligation induced a rapid increase and a continuous elevation of blood flow in the basilar artery, gradually increasing the basilar artery diameter as well as the progressive tortuosity of the basilar artery. These changes were followed by substantial internal elastic lamina fragmentation of the basilar artery at 12 weeks after ligation [3]. In this study, we confirmed basilar artery tortuous morphological changes at three months after bilateral CCA ligation and showed suppression of these changes by antioxidant treatment. These results further support the hypothesis that oxidative stress is important for the development of vascular tortuosity.

This study provides some clues for molecular mechanisms by which oxidative stress enhances vascular tortuosity. We have demonstrated here that *Serpine1* mRNA was robustly and significantly induced by bilateral CCA ligation in the rat. *Serpine1* was shown to be a direct target of the TGF-β signaling pathway [19]. In addition, we found a slight increase in the expression of CTGF (connective tissue growth factor), a widely accepted target of TGF-β signaling [20] in the ligated rat (1.5-fold). These data raise the possibility that increased oxidative stress could enhance vascular tortuosity via activation of the TGF-β signaling pathway. 

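Ccn2, the gene symbol of CTGF, had a signal of 142921 in the ligation array and 94952 in the sham array, which is 1.51-fold higher. Of 18 targets of TGF-β with a named probe set, Ccn2 included, 6 were over 2-fold higher and none was under 0.5-fold. Their median difference was 0.65, at the 99.98th percentile of random lists. Postn, which encodes the matrix protein periostin, was among them, with a sham signal within the antigenomic background, and Ltbp2, also among them, was within it on both arrays. The protease inhibitor Timp1 was 2.51-fold higher and thrombospondin 1, Thbs1, was 2.27-fold higher. The inhibitory Smad6 and Smad7, which TGF-β signaling induces as feedback, had values of 1.26-fold and 1.13-fold. Snai2 was 1.61-fold lower. Endothelial and macrophage markers were higher in the same array, with means of 1.34 and 0.84, and all 14 fibroblast and leptomeningeal markers were above 0.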

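Genes of this pathway that are mutated in Loeys-Dietz syndrome lay on both sides of 0. Tgfb3 was 1.95-fold higher in the ligation array, Tgfbr1 had a value of 1.14-fold, Smad3 of 0.92-fold and Tgfb2 of 0.83-fold. Tgfb1, the ligand most studied in fibrosis, was 1.43-fold higher. Slc2a10, the transporter gene of arterial tortuosity syndrome, had a value of 1.16-fold. None of the 5 genes of inherited tortuosity with a named probe set passed 2-fold, and their median of 0.18 lay at the 64.5th percentile of random lists.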

Further studies will be needed to elucidate the relationship between oxidative stress and TGF-β signaling in vascular tortuosity.

Among oxidative stress-related genes, *Fbln5* mRNA encoding fibulin 5 was most potently induced by bilateral CCA ligation in the rat. 

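Fbln5 had a difference of 2.73 on the log2 scale, the largest among the 13 genes of Fig. 2D with a named probe set. Ptgs2 came next at 2.71, and their order has no replicate check. Among 8555 named genes whose brighter signal was at least the median of all gene probe sets, Fbln5 stood in place 15.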

Fibulin 5 protein was decreased in the intima and increased in media and adventitia after ligation in the rabbit. These changes reflect degradation of the internal elastic lamina and de novo synthesis, respectively. Additionally, both changes were suppressed by antioxidant treatment. Fibulin 5 was initially identified by two groups as the protein involved in the phenotypic transformation of vascular smooth muscle cells and cardiovascular development, respectively [21,22]. In these reports, fibulin 5 was shown to be highly expressed in developing arteries and dramatically downregulated in adult arteries. However, intense focal expression was found at intercostal branching points in the thoracic aorta and induced by vascular injury, both conditions reflecting imposed hemodynamic stresses. In accordance with these reports, we have demonstrated here that fibulin 5 was induced under flow-induced hemodynamic stresses. Fibulin 5 was shown to play multiple biological roles under different circumstances. It was reported that fibulin 5 bound to extracellular superoxide dismutase and regulated the levels of the superoxide anion [23]. 

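Antioxidant enzymes were higher as a group, with a lower median than NRF2 targets. Of 25 with a named probe set, 3 were over 2-fold higher, none was under 0.5-fold and 8 were below 0. Their median difference was 0.33, at the 98.4th percentile of random lists. Glrx, which encodes glutaredoxin, was 2.36-fold higher, the peroxiredoxin Prdx6 was 2.15-fold higher and catalase, Cat, was 2.01-fold higher. The superoxide dismutases had values of 1.26-fold for Sod1, 0.74-fold for the mitochondrial Sod2 and 1.09-fold for Sod3, the extracellular enzyme that fibulin 5 binds. Of the glutathione peroxidases, Gpx3 had a value of 1.74-fold and Gpx4 of 0.89-fold. Astrocyte markers such as Aldoc (3.45-fold) and Slc1a3 (2.67-fold) were higher in the same array.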

Fibulin 5 could play roles in defense against oxidative stress in bilateral CCA ligation models, as many genes with a defensive function against oxidative stress were induced. It was also shown that fibulin 5 inhibited vascular smooth muscle cell proliferation and migration [24]. Fibulin 5 may regulate vascular smooth muscle cells and thereby play some roles in bilateral CCA ligation models. It was also demonstrated that fibulin 5 played a pivotal role in elastogenesis. Fibulin 5 deficient mice showed various defects in elastic fiber, including loose skin, vascular abnormalities, emphysematous lung, and genital prolapse [25,26]. Fibulin 5 knockout mice had tortuous aortas with disorganized elastic lamellae, similar to mice deficient in genes involved in elastogenesis. By contrast, we showed here that fibulin 5 was induced at the time of elastic lamina degradation. Elastic fiber resynthesis may be involved in flow-induced vascular remodeling, whereby fibulin 5 might participate.

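Elastic fiber genes were higher as a group in the ligation array of the rat. Of 18 with a named probe set, 4 were over 2-fold higher and none was under 0.5-fold, with a median difference of 0.46 at the 99.5th percentile of random lists. Beside Fbln5, which the study chose on these arrays, Mfap4, a microfibril-associated protein, was 5.16-fold higher, the lysyl oxidase Loxl2 was 4.70-fold higher and fibulin 1, Fbln1, was 2.22-fold higher. Eln, the gene of elastin, had a value of 1.36-fold and the fibrillin Fbn1 of 1.69-fold. Fibroblast and leptomeningeal markers, whose cells make matrix proteins, had Igf2 at 2.93-fold and Aldh1a2 at 2.13-fold in the same array, and their median of 0.40 lay at the 93.1st percentile, inside the middle 95% of random lists in every setting but the mean (98.98th). Of 12 collagens, 1 passed 2-fold, Col8a1 at 2.89-fold, and the median of 0.29 lay at the 88.8th percentile. Among 26 matrix proteases and their inhibitors, the cathepsins Ctsl (2.46-fold) and Ctss (2.42-fold) were higher and Timp4, an inhibitor of matrix metalloproteinases, was 3.73-fold lower. Mmp9 was within the antigenomic background on both arrays, and Mmp2 was 1.92-fold higher. Of the 26, 10 were within that background on both arrays. The median of this list was 0.21, at the 94.6th percentile, and it lay above the middle 95% of random lists under quantile normalization, lowess centring or a floor at the median signal.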

There are several limitations in the present study. First, we used two-dimensional images to determine vascular tortuosity in this study. Three-dimensional geometry may be better for detailed analysis. In addition, we could not clarify whether these effects of apple polyphenol are the direct consequence of its antioxidative property or not. Some oxidative stress-related genes induced in the present study are related to inflammation. 

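Genes of inflammation were higher as a group, at the 99.99th percentile of random lists, with a median difference of 0.41. Of 32 cytokines, chemokines, adhesion molecules and related genes with a named probe set, 9 were over 2-fold higher and none was under 0.5-fold. Of these 9, 4 were above background on both arrays, 4 were within it on 1 array, and Il1b was within it on both. The study chose Ptgs2, Lcn2 and Il1b among the 9 on the same arrays. The chemokine Ccl2, which draws monocytes, was 4.30-fold higher, Ccl3 was 3.56-fold higher with a sham signal within background, and the adhesion molecule Vcam1 was 2.38-fold higher. Icam1 had a value of 1.34-fold. Tnf, Il6 and Il1a were within the antigenomic background on both arrays, as were 14 members of the list in all. Macrophage markers were higher in the same array, with 6 of 17 over 2-fold, among them Tyrobp (3.42-fold), Cd14 (3.27-fold) and Cd163, which was within background on both arrays.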

Further detailed studies are needed to clarify the sources of oxidative stress, the cell types involved in the development of tortuosity, and the underlying molecular mechanisms. Moreover, increased blood pressure in the rat bilateral CCA ligation model is reported and hypertension is closely related to vascular remodeling. Further studies of blood circulation in this model per ser and in comparison with the other hypertensive and neurodegenerative models [27] are needed in the future.

## 5. Conclusions

In summary, our report shows that tortuous changes to the basilar artery were accompanied by the induction of oxidative stress-related genes and suppressed by antioxidant treatment. These results are highly suggestive of the significance of oxidative stress in the development of vascular tortuosity. Although further studies will be needed to clarify the mechanisms by which oxidative stress enhances vascular tortuosity, our study also points toward possible prophylaxis and treatment for vascular tortuosity.

## Figures and Tables

**Figure 1:**
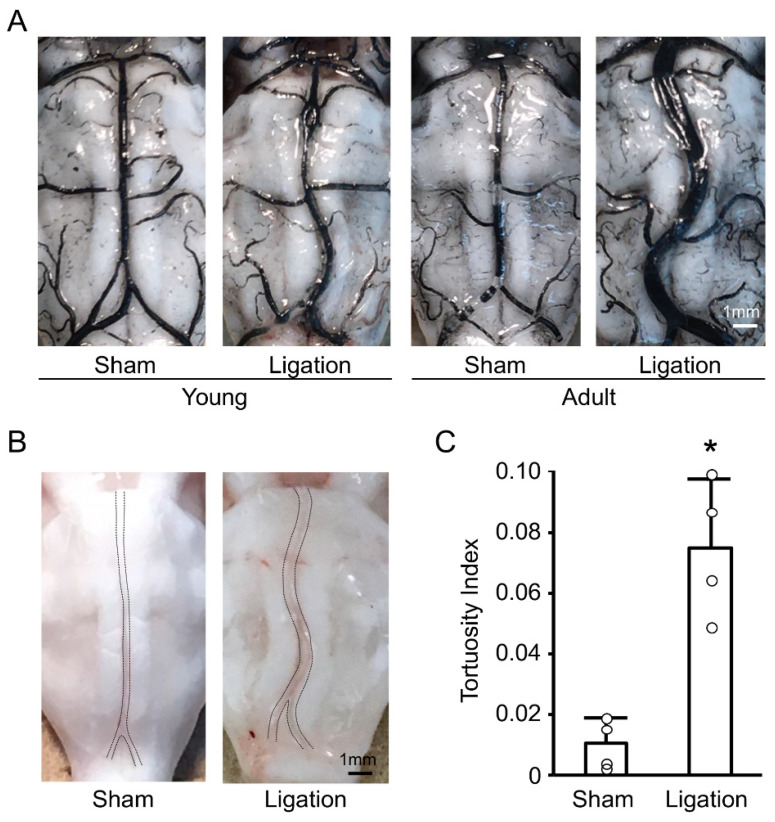
Bilateral common carotid artery (CCA) ligation induces basilar artery tortuosity in rats: (**A**) Representative India ink angiograms of young and adult rats at 4 weeks after bilateral CCA ligation; (**B**) Representative images of nonfixed basilar arteries of adult rat at 4 weeks after bilateral CCA ligation; (**C**) Tortuosity index of nonfixed basilar arteries of adult rats at 4 weeks after bilateral CCA ligation. *n* = 4 for each group. * *p* < 0.05.

**Figure 2:**
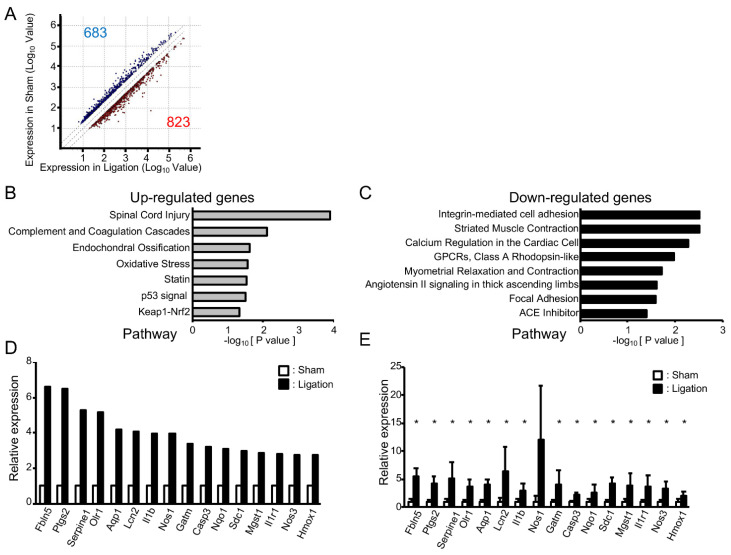
Vascular tortuosity is accompanied by upregulation of oxidative stress-related genes in rats: (**A**) Scattered plot of up- and downregulated genes in bilateral CCA ligated rat; (**B**,**C**) Pathways enriched among up- and downregulated genes in ligated rat; (**D**) Microarray analysis of oxidative stress-related genes that are upregulated in bilateral CCA ligated rat; (**E**) Real-time PCR analysis of oxidative stress-related genes. *n* = 4 for each group. Data are expressed as mean and SD. * *p* < 0.05.

**Figure 3:**
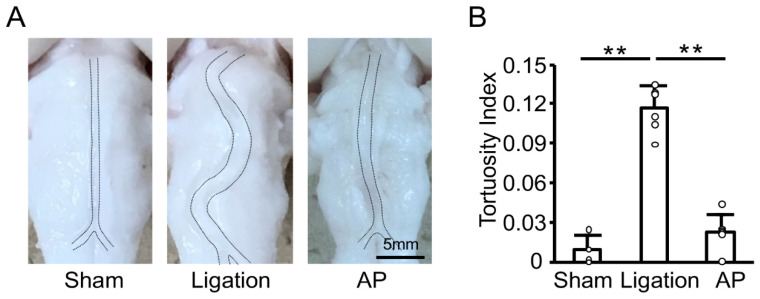
Antioxidant treatment suppresses vascular tortuosity in rabbits: (**A**) Representative images of fixed basilar arteries at 12 weeks after bilateral CCA ligation. AP: apple polyphenol treatment group. (**B**) Tortuosity index of fixed basilar arteries at 12 weeks after bilateral CCA ligation. *n* = 4 for Sham group. *n* = 6 for Ligation and AP group. ** *p* < 0.01.

**Figure 4:**
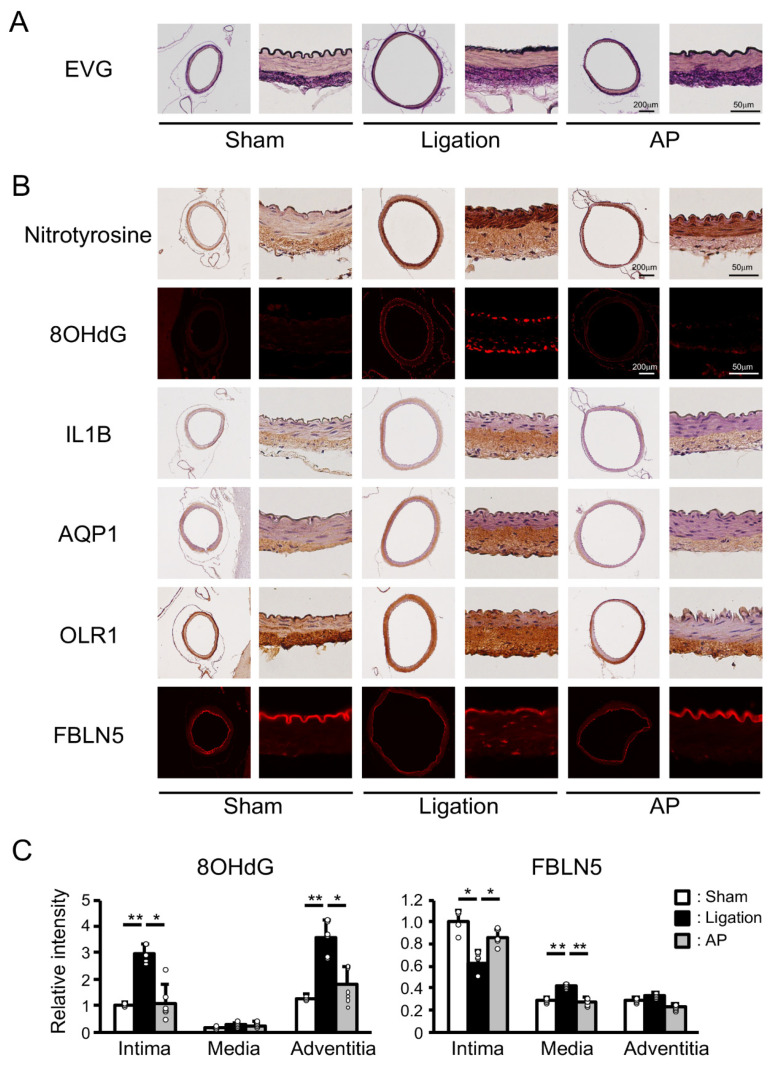
Effect of antioxidant treatment on vascular damage and oxidative stress-related genes in rabbits: (**A**) Representative images of EVG (Elastica van Gieson) staining. AP: apple polyphenol treatment group. (**B**) Representative images of immunostaining of oxidative stress-related genes. 8OHdG: 8-hydroxydeoxyguanosine; IL1B: interleukin 1 β; AQP1: aquaporin 1; OLR1: oxidized low-density lipoprotein receptor 1; FBLN5: fiburin 5. (**C**) Relative intensity of immunofluorescence staining. n = 4 for Sham group. n = 6 for Ligation and AP group. ** *p* < 0.01, * *p* < 0.05.

**Table 1:** Primer sequences for qPCR.

	Forward	Reverse	Gene Accession Number
*Actb*	5′-CATGAAGATCAAGATCATTGCTCCT-3′	5′-CTGCTTGCTGATCCACATCTG-3′	NM_031144.3
*Fbln5*	5′-CATGCGGCAAACAGGGCCTA-3′	5′-TATCCGCAGTCGGATCACGG-3′	NM_019153.3
*Ptgs2*	5′-TTCGCATTCTTTGCCCAGCA-3′	5′-TTAAGTCCACTCCATGGCCCAG-3′	NM_017232.3
*Serpine1*	5′-ATCGAGGTGAACGAGAGCGG-3′	5′-ATTGTCTCTGTTGGATTGTGCCG-3′	NM_012620.1
*Olr1*	5′-TTCTTCCACATGGTGGTGCC-3′	5′-TACCTGGAGTAACTGTGTCTGCTG-3′	NM_133306.2
*Aqp1*	5′-TCTGGCTACCACTGACCGGA-3′	5′-GTAGTCAATGGCCAGCAGGTG-3′	NM_012778.1
*Lcn2*	5′-TTCTCTGTTCCCACCGACCA-3′	5′-ACAGGAAAGATGGAGCGGCA-3′	NM_130741.1
*IL1b*	5′-AATAGCAGCTTTCGACAGTGAGG-3′	5′-TGGACAGCCCAAGTCAAGGG-3′	NM_031512.2
*Nos1*	5′-CGCTACGCGGGCTACAAGCA-3′	5′-GCACGTCGAAGCGGCCTCTT -3′	NM_052799.1
*Gatm*	5′-CAAGCCCACAATGGCTGACG-3′	5′-GCTCGAACTCGGTTGTCACG-3′	NM_031031.2
*Casp3*	5′-TGGAACGAACGGACCTGTGG-3′	5′-TACCTCGGCAGGCCTGAATG-3′	NM_012922.2
*Nqo1*	5′-GCGGTGAGAAGAGCCCTGAT-3′	5′-GGTCAGATTCGACCACCTCCC-3′	NM_017000.3
*Sdc1*	5′-GCCTGACCTTCGGAATCAGT-3′	5′-ATGACACCTCCCAGCACTTC-3′	NM_013026.2
*Mgst1*	5′-CCAACCCGGAAGACTGTGCT-3′	5′-AAGGTCGTTCAGGTGGGCTC-3′	NM_134349.3
*IL1r1*	5′-TGGCTGAAGAGCACAGAGGG-3′	5′-TCGTCTCATTCCGTGGGCTC-3′	NM_013123.3
*Nos3*	5′-ACTGGTATCCTCTTGGCGGC-3′	5′-GCACAGAAGTGCGGGTATGC-3′	NM_021838.2
*Hmox1*	5′-CCTGCTAGCCTGGTTCAAGATAC-3′	5′-TGAGTGTGAGGACCCATCGC-3′	NM_012580.2

## Data Availability

The microarray data were deposited in the Gene Expression Omnibus (GEO), with GEO accession number GSE174455.

## Supplementary Materials

The following are available on line at https://www.mdpi.com/article/10.3390/antiox10060926/s1, Figure S1: Effect of apple polyphenol on oxidative stress markers. Figure S2: Effect of apple polyphenol treatment on nitrotyrosine levels.

# Supplementary material for: Oxidative Stress Mediates Vascular Tortuosity
**Source:** Antioxidants (Basel). 2021 Jun 7;10(6):926. doi: 10.3390/antiox10060926
**Supplement:** Supplementary file 1

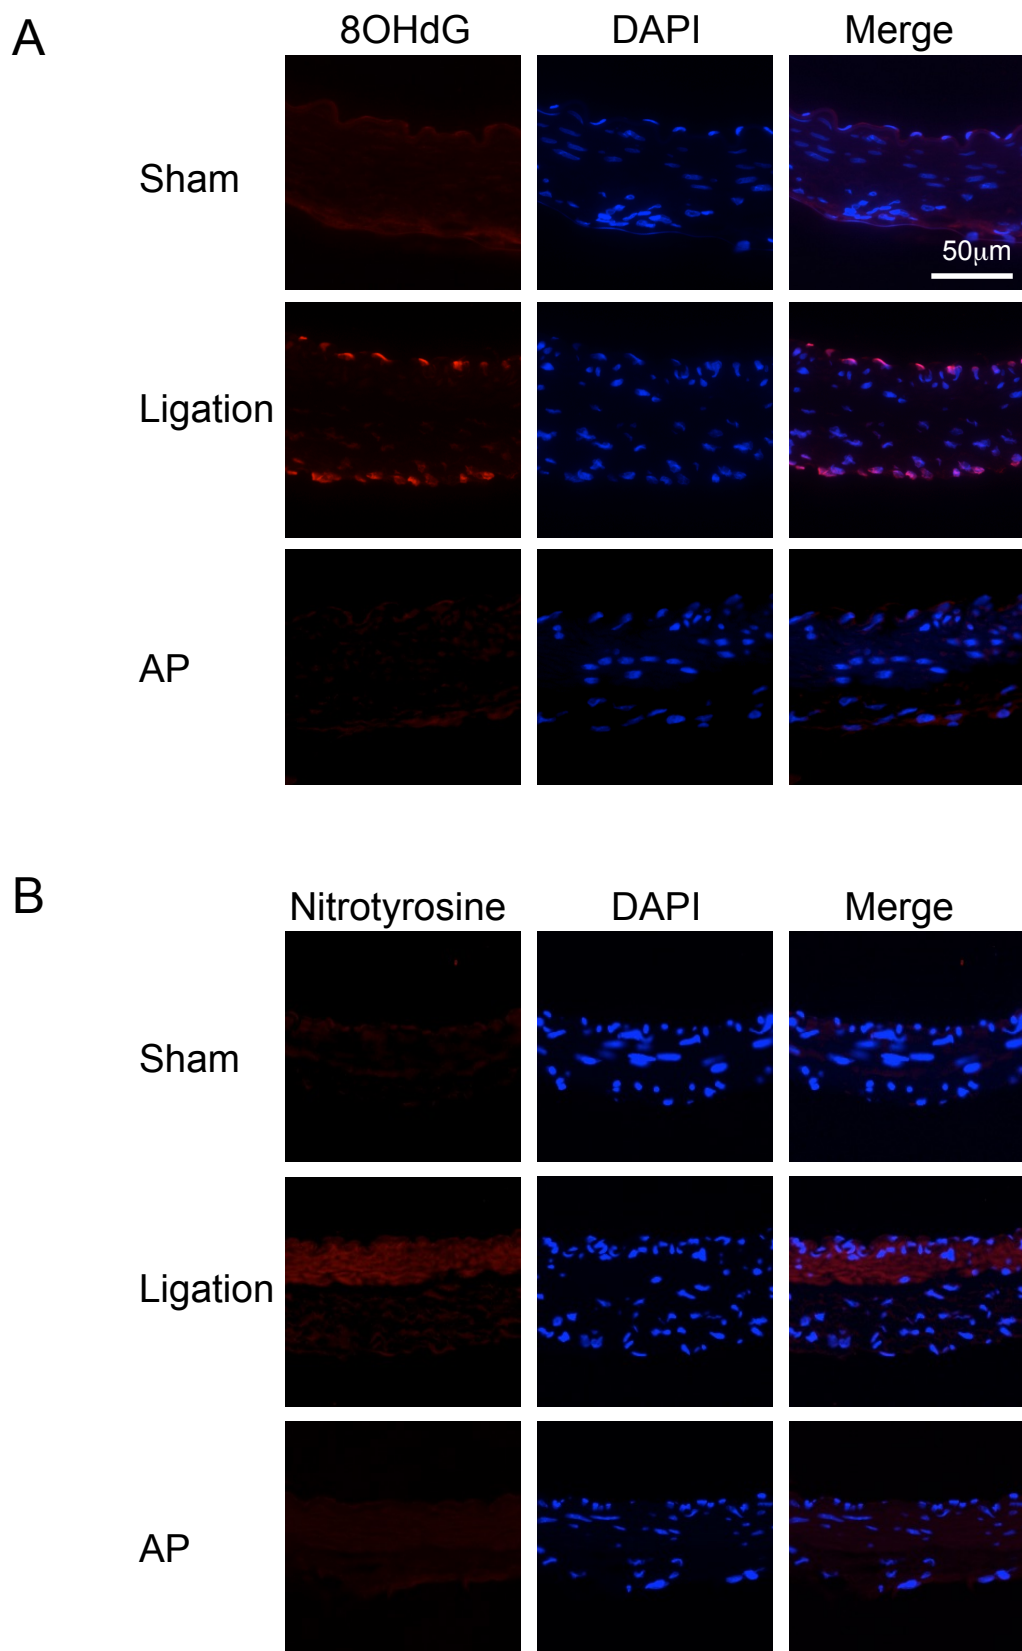

Supplemental Figure 1. Effect of apple polyphenol (AP) on oxidative stress markers.

(A) Representative images of immunofluorescence staining of 8-Hydroxydeoxyguanosine (8OHdG).

(B) Representative images of immunofluorescence staining of nitrotyrosine. DAPI was used for nuclear staining.

A

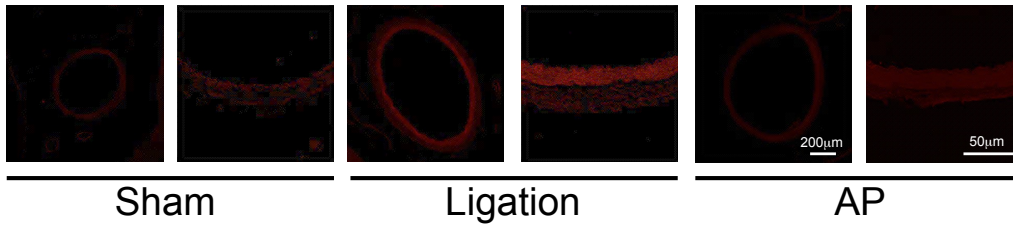

B

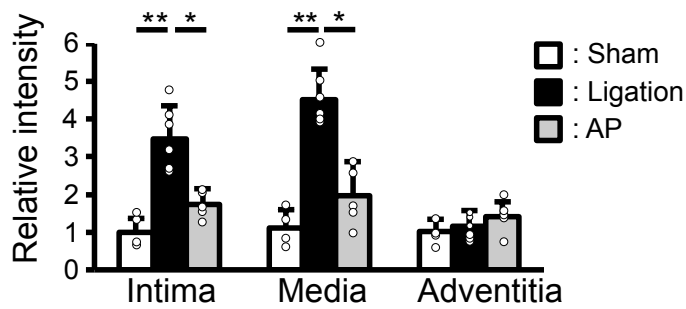

Supplemental Figure 2. Effect of apple polyphenol (AP) treatment on nitrotyrosine levels. (A) Representative images of immunofluorescence staining of nitrotyrosine. (B) Relative intensity of immunofluorescence staining. Data are expressed as mean and SD. $n = 4$ for Sham group, $n = 6$ for Ligation group, $n = 5$ for AP group. * $P < 0.05$ ** $P < 0.01$.

How the deposited data were processed for this re-analysis (not part of the article)

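The data are 2 Clariom S rat arrays of the basilar artery, 1 from a pool of 4 rats with both common carotid arteries ligated and 1 from a pool of 4 sham-operated rats, each taken 4 weeks after surgery. The authors pooled equal amounts of RNA before labeling and deposited a table of linear signal intensity per probe set. According to the submitters' processing notes this intensity was made by RMA in Affymetrix Expression Console, with no version or genome build given in the sources used here. RMA gives log2 values, and the deposited values are on the linear scale, from about the background to a ceiling that several genes share on both arrays, so a fold between genes at the ceiling is not measured. The columns of the table were matched to the samples by their names, and no further columns of sample values were present.

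Control probe sets were recognised by their names, which left 23188 gene probe sets. A probe set was given a gene name through the platform annotation used here, with symbols updated through the Entrez identifier against the annotation of the rat assembly GRCr8. All 15049 named probe sets matched, for 15037 genes, and none carried several symbols. A probe set that this annotation does not list is unnamed here, which does not mean that it reads no gene. No coordinates were used.

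Log2 was taken of the deposited intensity, and folds and log2 differences were computed as ligation against sham with no further scaling. No expression floor was applied, because the paper's text names none. Thresholds were over 2.0-fold and under 0.5-fold for counts, as in the paper, and 2.5-fold for the genes of Fig. 2D. As there is 1 array per group, no test, SD or p-value was computed between the groups, and no batch can be told apart from the group. The antigenomic probe sets gave the level of background on each array, and the number of arrays limits the precision of every value.

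Before the data were examined, 33 gene lists on pathways, vessel wall biology and cell types were written by hand, and the named genes were fixed by rule. These were the genes the paper names for the rat arrays, the 10 largest increases and the 10 largest decreases among genes with a symbol that is not a placeholder and a brighter signal of at least the median, for each list its 2 largest increases and 2 largest decreases past 2-fold above that floor (or, where none passed, the largest in each direction), and Actb and Gapdh. The values of Fig. 2D had been seen in the paper. Further members of a list are named as examples chosen after their values were seen. For each list, the percentile of its median was taken among 10000 seeded random lists matched on mean log2 signal in 20 bins of equal size. This step was tested on simulated data, in which the real differences of 15037 genes were shuffled within bins and a known shift was added to random lists. With no shift, 1% of lists of 10 genes and 1% of lists of 25 genes were above the middle 95% of random lists, and 3% and 1% were below it. Shuffling makes genes vary independently, which related genes of a real list need not do, so these shares are not the chance rate of such lists. A shift of 0.6 placed 94% of lists of 10 genes and 100% of lists of 25 genes above the middle 95%. A shift of 0.3 placed 45% and 72% there. A list inside the middle 95% is therefore not shown to be unchanged.

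The alternatives were centring each array on its median, quantile normalization, centring on the housekeeping genes, removal of the trend of the difference on the mean by lowess (fraction 0.3), floors at the 25th percentile and at the median of the brighter signal, thresholds of 1.5-fold and 3-fold, 1 value per gene symbol, the brightest probe set per gene, 64 added to each signal before the log, and the mean of a list in place of its median. A floor at the brightest antigenomic probe set was added after the data were seen. With no replicates, the SD of the differences across 15 housekeeping genes, 0.35 on the log2 scale, stood in for the spread when alternatives were compared, and counts were compared at 1.5 times. Actb and Eef1a1 among these genes were at or near the ceiling. Their differences near 0 are not measured folds, but they entered this SD and the housekeeping centring. Pathway and gene ontology enrichment were not recomputed, since that annotation was not used here, and the PCR, imaging and rabbit experiments were not analysed here. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.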

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

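Of the tests in these paragraphs, the comparison with fibroblast markers, the comparison of the first neuron list and the rule that a list mostly within background excludes nothing were chosen after the result was seen. The second marker lists were written after the values of the first lists were seen and before their own.

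Outside the pathways and genes that the paper analyses, 6 lists had a median difference above the middle 95% of matched random lists. Astrocyte markers had a median of 1.42, with 7 of 9 over 2-fold, and oligodendrocyte and Schwann cell markers had 1.47, with 10 of 12 over 2-fold. Above background in the sham array as well were 7 of these astrocyte markers and 8 of the myelin list, and the study chose none of them. Endothelial cell markers had a median of 1.22, and all 12 were above 0. Cldn5, a tight junction protein of brain endothelium, was 3.32-fold higher and Flt1, a receptor of vascular endothelial growth factor, was 4.75-fold higher. The paper discusses blood flow but not the list of genes that endothelium regulates by flow, which had a median of 0.57, with Nos3 (a gene of Fig. 2D), Vegfa (2.66-fold, with a sham signal within background), Sox17 (2.48-fold) and Cyp1b1 (2.33-fold) among 4 of 19 over 2-fold, and Klf2 at 1.62-fold. Macrophage markers had a median of 0.90. Lymphocyte markers had a median of 0.26, but 10 of 12 were within the antigenomic background on both arrays, and the list left the top of the random lists under quantile normalization, either floor, or its mean.

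Astrocyte and myelin markers were the highest lists, and Gfap reached a signal of 29760 in the ligation array against 1908 in the sham array. The second lists were less uniform, with 4 of 15 astrocyte genes over 2-fold, and with none of 15 myelin genes over 2-fold and 1 under 0.5-fold. A lower share of smooth muscle RNA would raise the markers of every other cell type alike. Against it goes a gap of 1.02 between the astrocyte and fibroblast medians, larger than the SD of 0.47 across fibroblast markers. The fibroblast gene Dcn had signals above 500000, near the ceiling, where folds can be compressed. Pericyte markers had a low median too, at 0.34, but endothelial and macrophage medians, at 1.22 and 0.90, lay nearer to the astrocyte median. The argument thus holds for the fibroblast list and not for each cell type. Brain tissue with its neurons stays open, as a second astrocyte list exceeded a second neuron list by 0.38, within the bound of 0.5 set beforehand, while members above background in the first lists differed by 1.21, beyond the SD of 0.42 across the neuron genes. Glial tissue without neuron bodies stays open too, although a second myelin list lay at the 55.7th percentile, where the test set beforehand would have counted against it: 10 of its 15 genes were within background on both arrays, and the other 5 went both ways, from Tspan2 at 0.40-fold to Car2 at 1.76-fold, with a median of 0.39, while a second astrocyte list, with 6 of 15 within background, lay at the 99.9th percentile. This reading is open to dispute, because Mog of the first myelin list was 4.19-fold higher while within background on both arrays. A reaction of glia to the ligation is the biological alternative and was not tested, and with 1 pool per group it cannot be told apart from added tissue.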

How the results depend on the processing

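The floor at the brightest antigenomic probe set was chosen after the data were seen. The 823 higher and 683 lower gene probe sets stayed within 1.5 times their counts under the 4 scalings and the floor at the 25th percentile. With 64 added they were 434 and 281, since the constant shrinks dim differences by construction. At 1.5-fold they were 2718 and 2609, and at 3-fold 181 and 120. The lower count was 414 with a floor at the median, 383 with the antigenomic floor and 447 with 1 value per gene symbol, each of which leaves fewer probe sets to count. Of 304 list medians under alternatives, 8 moved by more than 0.35, among them those of the renin-angiotensin and choroid plexus lists, which changed sign and left the middle 95% of random lists. The Fig. 2D list was at 1.44 with 64 added. With the floor at the median, striated muscle genes were at -0.61, inflammation genes at 0.84, neuron markers at 0.40, blood cell markers at -0.49 and choroid plexus markers at -0.48, with fewer genes. The mean was -0.36 for the renin-angiotensin system and 1.84 for astrocyte markers, and the cause was not tested. Of 559 single genes, 50 moved, all with 64 added, and none with a difference over 0.35 changed sign. Of the 33 lists, 7 moved into or out of the middle 95% of random lists in some setting: proteases, striated muscle, renin-angiotensin, pericyte, fibroblast, lymphocyte and choroid plexus. No paired analysis was possible because each group has 1 array. Signal over background limits the 12327 gene probe sets that lie within it.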

Differences from the paper's values

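The counts of gene probe sets over 2.0-fold and under 0.5-fold, and the fold of CTGF (Ccn2), match the paper's, and none of the 13 folds of Fig. 2D computed here differs from the plotted height by more than 1.5 times. The paper calls all 23188 genes robustly expressed, and its text gives no threshold for this. That number equals all gene probe sets of the array with no filter. Here 12327 of them were at or below the brightest antigenomic background probe set on both arrays, and 10861 were above it on at least 1 array. This bound is strict, since the antigenomic signals spread widely and genes were not matched to them on sequence. The 12327 are therefore not shown to be unexpressed.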

Other observations

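The tests given for smooth muscle genes and for probe sets past 2-fold were chosen after the result was seen.

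Markers of other cells of the vessel wall and its surroundings differed by type. Among 9 pericyte markers, Rgs5 and vitronectin, Vtn (3.00-fold), were over 2-fold higher, while the proteoglycan Cspg4 was 2.75-fold lower and Notch3, a receptor of mural cells, was 2.14-fold lower, with a list median of 0.34 at the 89.9th percentile that lay above the middle 95% of random lists with a floor at the median signal. Of 16 neuron markers, Syp, a synaptic vesicle protein, was 2.09-fold higher with a sham signal within background, and the list, with 9 within background on both arrays, lay at the 59.4th percentile. Immediate-early and heat shock genes had Egr2 (2.31-fold) and Fosb (2.29-fold) among 3 of 20 over 2-fold, with a median of 0.15 at the 66.2nd percentile. Cell cycle genes were within background for 18 of 22, the proliferation marker Mki67 was 2.11-fold lower with a ligation signal within background, and the median of -0.15 lay at the 18.6th percentile. Blood cell markers, 6 of 9 within background, had a median of -0.13 (36.6th percentile), with the hemoglobin gene Hba-a1 at 1.53-fold lower. Adipocyte markers, 7 of 8 within background, lay at the 39.8th percentile, with Lpl at 0.81-fold. Of 8 choroid plexus markers, Clic6 was 2.29-fold lower with a ligation signal within background and transthyretin, Ttr, was 2.13-fold lower, with a median of 0.11 at the 73.5th percentile that lay below the middle 95% with a floor at the median signal. Neutrophil and mast cell markers had a median of 0.08, with 12 of 13 within background. Housekeeping genes reached from 1.77-fold for Tfrc to 0.71-fold for Pgk1 and lay at the 52.8th percentile.

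Smooth muscle contractile genes had the lowest median of the lists. An intensity-dependent trend between the arrays is argued against as the cause, since the median was -1.10 after that trend was removed by lowess. Dilution of smooth muscle RNA by other tissue, which would lower all members by the same factor, stays open: the SD of 18 members between the median signal and the ceiling was 0.69, which is 1.22 times the 0.57 of 282 positive control probe sets of the same brightness, between the bounds set for either reading. The spread of these controls may be widened if they hold fewer probes, so the comparison cannot decide. The SD across 15 housekeeping genes was smaller, at 0.35. These genes were not matched on brightness, and Actb among them was at the ceiling. A lower contractile program in the ligated rats is the biological alternative, and with 1 pool per group the data cannot tell it apart from dilution.

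The spread of single arrays may account for part of the single probe sets past 2-fold. Negative and positive control probe sets together passed 2-fold in 17.1% of cases, 2.47 times the 6.92% of gene probe sets of the same brightness, but this was 2.95 times for 1153 negative controls (19.0% against 6.44%) and 1.39 times for 399 positive controls (11.5% against 8.30%), the number of probes behind a control probe set is not given in the sources used here, and fewer probes would widen their spread. Other controls went the other way, with none of 23 antigenomic probe sets and 1 of 63 ERCC probe sets past 2-fold, where the shares of genes of the same brightness would give 1.23 and 2.69, too few to decide. Among the 33 lists, 16 (48.5%) lay outside the middle 95% of random lists, where 5% would by chance if genes varied independently. This share cannot decide whether the spread of single arrays shifted whole lists. Several lists were written for topics that the paper had reported from these same arrays. Some also hold genes of Fig. 2D, which the study chose on them. Astrocyte and endothelial markers, on topics the paper does not analyse, were outside as well. A shared technical difference between the arrays was not tested by this share.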
